A study of Caenorhabditis elegans with 19 samples.

How the data were processed

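Processed tables of 19 RNA-seq libraries of dissected gonads were used, described by 3 strains, auxin or ethanol treatment and a replicate number. The libraries were made from total RNA with a stranded kit and PCR. Raw reads were not used here.

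The table of protein-coding genes holds counts as deposited by the authors: whole-number reads per gene, without normalization, for 19985 genes and 14 libraries. The second table holds expected counts, which the authors deposited as fractional counts without normalization, in which a read that maps to several places is divided among them, for 46930 features and 17 libraries. The aligner, the counting program, the strand setting, the annotation and the genome build that the authors used are not stated in the labels. All 19985 gene identifiers of the first table and 46926 features of the second are in the Ensembl annotation of WBcel235 (release 115). The other 4 features are the precursor spacers 5ETS, ITS1, ITS2 and 3ETS. Symbols, chromosomes and coordinates (counted from 1) are from that annotation. Column names were joined to samples by the library names in the labels, and 0 sample columns were left unused. No pair of libraries within a group was identical.

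The comparisons, tests, alternatives, gene sets and the rule for naming genes were written before the data were examined. The design called for the protein-coding table in every strain. As the TSR-2 libraries are in the fractional table only, the protein-coding genes of that table, rounded to whole numbers, took its place for TSR-2 and for interactions with TSR-2, which therefore hold replicates 1, 2 and 3 of RPOA-2. RPOA-2 replicate 4 has no fractional counts and does not enter the rRNA comparisons. Reads that map to several genes count in the fractional table, so CPM of the 2 tables were not compared with each other except as a ratio per gene. The overlaps with TSR-2 and the genes shared by all 3 strains do join calls and log2 changes from both tables.

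Genes were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization, the quasi-likelihood F test of auxin against ethanol within a strain, without covariates, and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p under 0.05. Interactions were contrasts in a fit with 1 coefficient per group. SE is the absolute log2 change over the square root of F. CPM are counts scaled by the TMM library size. Gene sets were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 3 and an inter-gene correlation of 0.01, over sets with at least 5 tested genes, adjusted over 16 sets. Of the listed assembly factors 34 of 44 are in the tables, and of the RNA polymerase I subunits 11 of 12.

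The rRNA share of counts was summed over the annotated copies of each class: 2 features of 18S, 1 of 5.8S, 1 of 26S, 16 of 5S and 2 mitochondrial. In the annotation the copies of the repeat unit lie on chromosome I from 15062083, the start of the first 18S copy, to 15071033, the end of the second. A total of 5 other annotated features overlap or adjoin it and hold 5.84 to 7.60% of all counts as group means. Counts not on rRNA, and library sizes from features other than rRNA, still hold these 5 features and the spacers. Shares and ratios were compared with two-sided exact permutation tests, and differences between strains by regrouping the libraries within each strain. Such regrouping tests for no change in either strain, not for equal changes. In edgeR the copies were summed per class and rounded, and all features entered the fit. Scaling by TMM there sets most features, not rRNA, to no change.

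Genes were named by this rule: the 3 tagged genes; per strain the 4 largest rises and the 4 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the ethanol and auxin libraries; the 3 interaction genes with the smallest adjusted p; and the 5 genes with the largest mean absolute change among those called in the same direction in all 3 strains.

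Alternatives were DESeq2 1.42.0, RLE size factors, total counts, no low-count filter, a mean of at least 50 counts, at least a 2-fold change, all groups in one fit, the replicate number as a block, counts thinned to the smallest library, the library series as a covariate, replicates 1 to 3 of RPOA-2 only, adjacent library numbers as a block in TSR-2, each replicate left out in turn, other denominators of the rRNA share, and an inter-gene correlation estimated from the data. Added after the data were seen were the fractional counts of protein-coding genes in RPOA-2 and GRWD-1, replicates 1, 3 and 4 of RPOA-2 only, the ratio of rRNA to protein-coding counts, and the spacers and the 18S to 26S ratio with their alternatives. Same-numbered ethanol and auxin libraries of RPOA-2 and GRWD-1 were regarded as pairs from their labels, and the pairing was checked by correlating, across genes, each library's deviation from its group mean. Library numbers in the labels follow the replicate numbers in these 2 strains but not in TSR-2.

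The fits were tested on simulated negative binomial counts with the depths of the real libraries and 200 changed genes per strain. At a dispersion of 0.05, 100% of 4-fold changes were recovered in RPOA-2 and GRWD-1 and 96.8% in TSR-2, and 3.76 to 6.37% of calls were false. At 0.1, 97.9%, 87.6% and 70.2% were recovered, and 0.971 to 1.54% of calls were false. Of 2-fold changes 77.6%, 52.6% and 38.5% were recovered at the lower dispersion, and 36.7%, 17.5% and 7.22% at the higher. The interaction, simulated at the lower dispersion only, recovered 76.0% of 4-fold differences with 8.79% false calls among autosomal genes. The fit over all features, also at the lower dispersion, recovered 94.3% with 4.31% false calls. In the real interaction fits the square root of the dispersion was 0.437 for RPOA-2 against GRWD-1 and 0.521 in the contrasts with TSR-2. That dispersion is higher than both simulated ones, so the share that the real contrasts recover was not measured and may be lower.

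Depth sets the precision of each value. Protein-coding totals ran from 1582308 to 8526501 counts, and the fractional counts of protein-coding genes in TSR-2 from 43631 to 3950204. Without molecular identifiers, floors of 3 counts cover counting error only.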

Results

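RNA was sequenced from gonads dissected out of adult Caenorhabditis elegans hermaphrodites of 3 strains. In each strain a different protein carried an auxin-inducible degron, a peptide tag through which the plant hormone auxin triggers the protein's breakdown. The tagged proteins were RPOA-2, a subunit of RNA polymerase I, which transcribes the 18S, 5.8S and 26S ribosomal RNAs, and GRWD-1 and TSR-2, chaperones of ribosome assembly. Animals spent 18 h from the late L4 larval stage on plates with 1 mM auxin or with the solvent ethanol, and each replicate held 20 gonads. The 19 libraries fall into 6 groups: 4 ethanol and 4 auxin libraries of the RPOA-2 strain, 3 and 3 of the GRWD-1 strain, and 2 and 3 of the TSR-2 strain. Ethanol libraries of the same strain were the reference in each comparison. The labels list no auxin-treated animals without a degron.

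Depth differed between libraries. The table of protein-coding genes held 14 libraries, with totals of 1582308 to 8012912 counts in the RPOA-2 strain and 2031037 to 8526501 counts in the GRWD-1 strain. The smallest share that 3 counts could show in it was 0.352 to 1.90 CPM (counts scaled to the size of the library). The table of fractional counts held 17 libraries: all of the GRWD-1 and TSR-2 strains and replicates 1, 2 and 3 of the RPOA-2 strain. Its totals were 22199382 to 59197217 counts in RPOA-2 and GRWD-1 libraries and 15918362 to 28315935 counts in 4 TSR-2 libraries. TSR-2 auxin replicate 3 had 328549 counts, of which 43631 fell on protein-coding genes, so that 3 counts in that library equal 68.8 CPM. Counts are PCR-amplified reads without molecular identifiers, so the floors cover counting error only.

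The 3 tagged genes were examined in each strain. Transcripts of the tagged gene did not pass the threshold in its own strain. rpoa-2 (WBGene00008781, chromosome I 9280923 to 9286576, minus strand) went from 211 ± 20.5 to 258 ± 47.0 CPM in the RPOA-2 strain (SD, n = 4 and 4; log2 change 0.29 ± 0.136 SE, adjusted p 0.277, edgeR). In the GRWD-1 strain grwd-1 (WBGene00021899, chromosome III 5153464 to 5155436, plus strand) went from 326 ± 55.8 to 401 ± 48.8 CPM (n = 3 and 3; log2 change 0.30 ± 0.167 SE, adjusted p 0.39). In the TSR-2 strain tsr-2 (WBGene00013109, chromosome IV 16656613 to 16657359, plus strand) went from 83.7 ± 2.84 to 175 ± 51.6 CPM (n = 2 and 3; log2 change 0.88 ± 0.257 SE, adjusted p 0.0627). Adjusted p of these genes in the other strains ran from 0.167, for grwd-1 in the TSR-2 strain, to 0.975, for rpoa-2 in the TSR-2 strain. Protein levels are not analysed here.

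Auxin against ethanol in the RPOA-2 strain asks which transcripts change when RNA polymerase I is depleted. Of 7881 genes tested, 202 were higher and 96 lower at an adjusted p under 0.05, and 1513 had an unadjusted p under 0.05. The auxin and ethanol libraries did not overlap in 295 of the 298 genes called, against 12.9% of all genes tested and 2.86% by chance. The median absolute log2 change of the called genes was 0.67, and 58 changed at least 2-fold. Total counts in place of TMM moved the number of higher genes most among the scalings, to 316. The number of calls depended on single libraries: leaving out each of the 8 libraries in turn gave 7 to 219 genes in total. Within the library series of replicates 1 to 3 the comparison gave 87 higher and 50 lower genes. The other series holds 1 library of each group and could not be tested alone. Same-numbered ethanol and auxin libraries resembled each other more than differently numbered ones (mean correlation across genes of their deviations from the group mean 0.211 against -0.0636), and with the replicate number as a block 176 genes were higher and 92 lower.

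The 4 largest rises and the 4 largest falls by the rule fixed in advance follow, as mean ± SD over 4 ethanol and 4 auxin libraries. gst-24 (WBGene00001772, chromosome II 13610443 to 13611366, minus strand) rose from 3.15 ± 3.65 to 43.2 ± 13.2 CPM (log2 change 3.58, adjusted p 0.0176). Y71F9AL.8 (WBGene00022113, chromosome I 2878578 to 2880930, plus strand) rose from 23.4 ± 3.02 to 106 ± 18.9 CPM (log2 change 2.17, adjusted p 0.000482), and its annotated span overlaps a gene on the other strand. Smaller rises were those of Y53G8AL.1 (WBGene00021799, chromosome III 3233102 to 3241375, plus strand), with log2 change 2.04, adjusted p 0.0155, and R10F2.6 (WBGene00019997, chromosome III 2937040 to 2944095, minus strand), with log2 change 1.68, adjusted p 0.0167. hil-2 (WBGene00001853, chromosome IV 6294240 to 6295217, plus strand) fell from 145 ± 28.5 to 38.5 ± 11.6 CPM (log2 change -1.93, adjusted p 0.00393). rig-3 (WBGene00004370, chromosome X 6853618 to 6860922, plus strand) fell from 16.6 ± 7.39 to 4.28 ± 1.20 CPM (log2 change -1.94, adjusted p 0.0341; adjusted p 0.0641 with the block). fkb-5 (WBGene00001430, chromosome I 3898045 to 3899802, minus strand) had a log2 change -1.86, adjusted p 0.0196. rpm-1 (WBGene00004457, chromosome V 8805399 to 8819955, minus strand) had a log2 change -1.60, adjusted p 0.0207. The fractional count was 1.40 times the count in the protein-coding table for rig-3 and 1.99 times for rpm-1, so part of their reads map to more than 1 place.

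In the GRWD-1 strain the same comparison covers a protein that acts on ribosome assembly rather than on rRNA transcription. Of 6948 genes tested, 84 were higher and 103 lower, and 1235 had an unadjusted p under 0.05. All 187 called genes had ethanol and auxin libraries that did not overlap, against 24.6% of all genes tested and 10% by chance. Their median absolute log2 change was 0.96, and 74 changed at least 2-fold. The replicate block moved the result most: 499 genes were higher and 476 lower with it. The mean correlation of same-numbered libraries was 0.406, against -0.198 for differently numbered ones. With total counts in place of TMM 271 genes were called, 156 of them higher, so that the higher genes went from 44.9% to 57.6% of the calls. Leaving out each of the 6 libraries in turn gave 26 to 125 genes in total.

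Named genes of the GRWD-1 strain are given as mean ± SD over 3 ethanol and 3 auxin libraries. Y53G8AL.1 rose from 1.13 ± 1.95 to 44.0 ± 22 CPM (log2 change 5.44, adjusted p 0.0074), with 0 counts in ethanol replicates 2 and 3 and 3.38 CPM in replicate 1. dpy-1 (WBGene00001063, chromosome III 2034988 to 2048007, minus strand) rose from 5.60 ± 1.34 to 54.4 ± 36.6 CPM (log2 change 3.28, adjusted p 0.0074). rimb-1 (WBGene00006513, chromosome III 1788333 to 1807147, plus strand) and rpl-11.2 (WBGene00004423, chromosome X 2241738 to 2242618, minus strand) rose less, with log2 change 2.60, adjusted p 0.00847 and log2 change 1.84, adjusted p 0.00309. The first 3 of these genes lie on chromosome III. trap-2 (WBGene00020216, chromosome X 767023 to 768069, minus strand) fell from 49.9 ± 9.92 to 10.6 ± 5.8 CPM (log2 change -2.25, adjusted p 0.0163). spd-3 (WBGene00004954, chromosome IV 6762716 to 6765200, plus strand) fell from 47.1 ± 12 to 10.5 ± 3.36 CPM (log2 change -2.17, adjusted p 0.00582). F28C1.3 (WBGene00009201, chromosome V 12468663 to 12473539, plus strand) had a log2 change -2.01, adjusted p 0.0246. For hil-2 the means were 128 ± 2.87 to 34.5 ± 5.97 CPM (log2 change -1.89, adjusted p 0.00108).

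TSR-2 libraries had fractional counts only, with 2 ethanol libraries. Of 6396 genes tested, 34 were higher and 129 lower, and 1053 had an unadjusted p under 0.05. Ethanol and auxin libraries did not overlap in 148 of the 163 called genes, against 32.6% of all genes tested and 20% by chance. The median absolute log2 change of the calls was 1.52, and 145 changed at least 2-fold. DESeq2 called 12 higher and 26 lower genes. Without auxin replicate 3, the library with 43631 protein-coding counts, 0 genes were higher and 6 lower, with 1174 at an unadjusted p under 0.05. Across the 3 fits that each left out an auxin library, 6 to 133 genes were called. With the replicate number as a block, 5 genes were higher and 26 lower. That pairing had a mean correlation of -0.137 over 2 pairs, against 0.0684 for other pairs. Pairs of adjacent library numbers had a mean correlation of 0.0484, and as a block they gave 38 higher and 87 lower genes.

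The named genes of the TSR-2 strain are means ± SD over 2 ethanol and 3 auxin libraries. Y66D12A.8 (WBGene00013434, chromosome III 11574221 to 11578719, plus strand) rose from 108 ± 20.7 to 308 ± 70.5 CPM (log2 change 1.55, adjusted p 0.00101). mrpl-9 (WBGene00015025, chromosome I 10732543 to 10733666, minus strand) rose from 50.4 ± 18.8 to 182 ± 84.6 CPM (log2 change 1.54, adjusted p 0.00576). F15D4.5 (WBGene00008862, chromosome II 13245376 to 13247774, plus strand) had a log2 change 1.68, adjusted p 0.04. F07B7.2 (WBGene00017186, chromosome V 8870259 to 8872003, plus strand) had a log2 change 1.53, adjusted p 0.0218, but its fractional count was 298 times its count in the other table, so nearly all of its reads map to more than 1 place. fdgt-1 (WBGene00019207, chromosome II 1504566 to 1509831, plus strand) fell from 35.4 ± 8.58 to 1.34 ± 1.23 CPM (log2 change -4.05, adjusted p 0.00023). cpl-1 (WBGene00000776, chromosome V 16592572 to 16595346, minus strand) fell from 129 ± 145 to 4.99 ± 4.36 CPM (log2 change -4.08, adjusted p 0.00023), with ethanol values of 26.5 and 232 CPM. myrf-1 (WBGene00004134, chromosome II 10496987 to 10502541, minus strand) and Y62H9A.5 (WBGene00013393, chromosome X 11882144 to 11882900, minus strand) had a log2 change -3.41, adjusted p 0.00211 and a log2 change -3.25, adjusted p 0.00324. All 4 falling genes had 0 counts in auxin replicate 3, where 3 counts equal 68.8 CPM, so that library could not show most of their ethanol values. F15D4.5 and F07B7.2 also lay under that floor there, at 21.27 and 42.55 CPM.

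**Figure D1:**
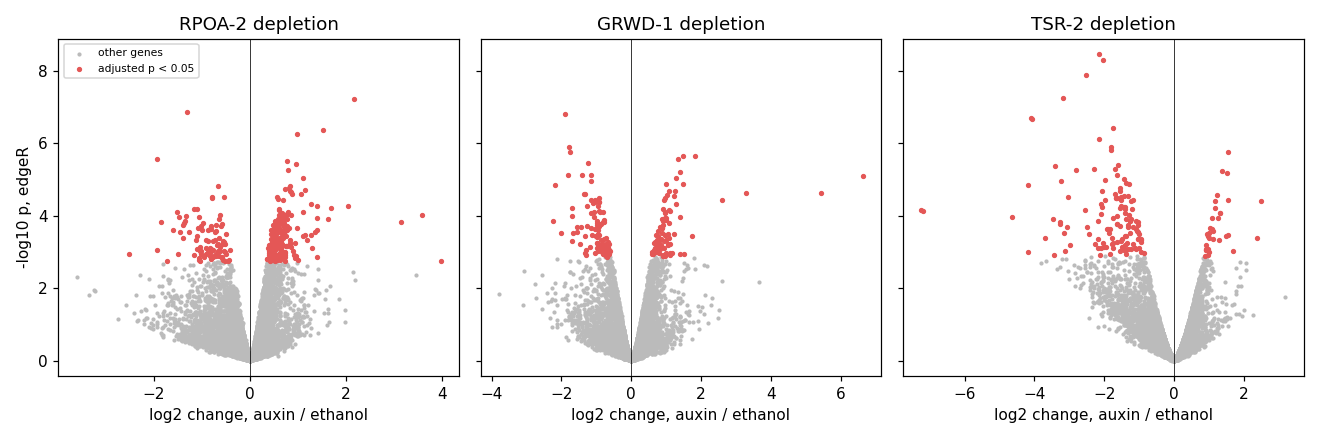
Log2 change with auxin over ethanol (horizontal axis) against -log10 of the unadjusted edgeR p (vertical axis) for each gene tested in the RPOA-2, GRWD-1 and TSR-2 strains. Red points are the 298, 187 and 163 genes with an adjusted p under 0.05, of which 96, 103 and 129 are lower.

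Interaction contrasts tested whether a gene's change with auxin differed between strains. Between the RPOA-2 and GRWD-1 strains 1 of 9495 genes passed, and 438 genes had an unadjusted p under 0.05. That gene was gpch-1 (WBGene00011109, chromosome III 4408551 to 4412217, plus strand), whose change was higher in RPOA-2 by a log2 difference of 1.59 ± 0.239 (SE; adjusted p 0.0348). It fell from 266 ± 48.0 to 79.0 ± 16.4 CPM in the GRWD-1 strain (SD, n = 3 and 3; log2 change -1.77, adjusted p 0.00309). In the RPOA-2 strain it went from 243 ± 47.6 to 216 ± 5.68 CPM (n = 4 and 4; log2 change -0.17, adjusted p 0.476), and in the TSR-2 strain the log2 change was 0.037 (adjusted p 0.960). Between RPOA-2 and TSR-2, over the fractional counts, 0 of 11851 genes passed and 586 had an unadjusted p under 0.05. Between GRWD-1 and TSR-2 0 genes passed and 601 had an unadjusted p under 0.05. DESeq2 moved these counts most, to 21, 20 and 35 genes. GRWD-1 and TSR-2 share a library series. RPOA-2 lies in another, except for its replicate 4, so in the contrasts with RPOA-2 strain and series cannot be fully told apart.

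Overlap of the calls was counted among genes tested in both strains of a pair. RPOA-2 and GRWD-1 depletion shared 64 genes changed in the same direction, 25 higher and 39 lower, where 3.87 would be expected from independent lists. No gene was called in opposite directions. Across genes the log2 changes had a Spearman rho of 0.481, with genes not being independent replicates. RPOA-2 and TSR-2 shared 44 genes in the same direction (2.95 expected), and GRWD-1 and TSR-2 shared 39 (2.55 expected). These 2 overlaps set calls from protein-coding counts against TSR-2 calls from fractional counts, and on fractional counts RPOA-2 had 33 calls and GRWD-1 84, so within that table the overlap of RPOA-2 and TSR-2 could not exceed 33. With DESeq2 the 3 overlaps were 132, 24 and 23 genes. In all 3 strains 23 genes were called in the same direction, 6 higher and 17 lower. Without TSR-2 auxin replicate 3 that strain had 0 higher and 6 lower genes. Neither this count nor the overlaps with TSR-2 could then exceed 6.

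The 5 of these 23 genes with the largest mean absolute change all fell. pdi-2 (WBGene00003963, chromosome X 4524155 to 4526536, plus strand) fell by 1.46, 1.69 and 2.51 on the log2 scale in the RPOA-2, GRWD-1 and TSR-2 strains (adjusted p 0.0208, 0.0106 and 2.7e-05). hsp-3 (WBGene00002007, chromosome X 6089028 to 6092124, minus strand) fell by 1.39, 1.82 and 2.04 (adjusted p 0.0200, 0.00458 and 1.62e-05). hil-2 fell by 1.93, 1.89 and 1.42 (adjusted p 0.00393, 0.00108 and 0.00803). pdi-6 (WBGene00015168, chromosome X 7066342 to 7068563, minus strand) fell by 1.27, 1.45 and 2.298 (adjusted p 0.0207, 0.0193 and 0.00216). R09F10.8 (WBGene00019989, chromosome X 8325107 to 8326451, minus strand) fell by 1.38, 1.47 and 2.17 (adjusted p 0.0197, 0.0350 and 0.0123), with overlapping libraries in the TSR-2 strain and an annotated gene on the other strand. In TSR-2 auxin replicate 3, where 3 counts equal 68.8 CPM, hil-2, pdi-6 and R09F10.8 lay under that floor, at 21.27, 0 and 63.82 CPM. For hsp-3 the means were 519 ± 41.3 to 199 ± 81.4 CPM in the RPOA-2 strain (SD, n = 4 and 4), 331.6 ± 17.1 to 94.3 ± 38.6 CPM in the GRWD-1 strain (n = 3 and 3) and 404 ± 73.3 to 94.6 ± 8.65 CPM in the TSR-2 strain (n = 2 and 3).

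**Figure D2:**
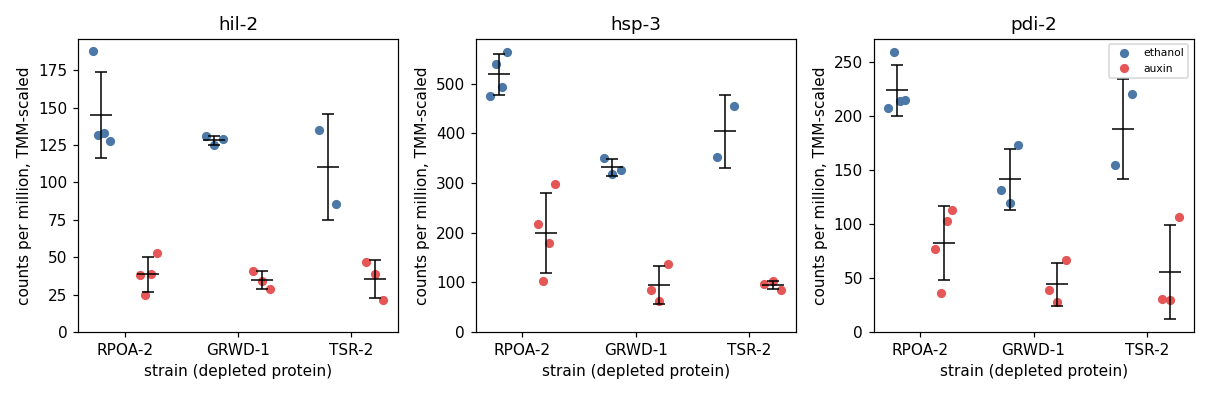
CPM after TMM scaling (vertical axis) of hil-2, hsp-3 and pdi-2 in each library of the 3 strains (horizontal axis), with ethanol libraries in blue, auxin libraries in red, and bars for the mean and SD. Every auxin library lies under every ethanol library of its strain for these 3 genes, with hsp-3 means of 519 and 199 CPM in the RPOA-2 strain. The hil-2 value of TSR-2 auxin replicate 3, 21.27 CPM, lies under the 68.8 CPM that 3 counts equal in that library.

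Gene sets were tested with camera (limma), with 16 sets per strain. Passing sets numbered 6 in the RPOA-2 strain, 5 in GRWD-1 and 5 in TSR-2. These p-values set the inter-gene correlation to 0.01. With the correlation estimated from the data 0 sets passed in each strain, and regroupings of the same libraries often gave as many sets, at least 6 in 5 of 8 regroupings of the RPOA-2 libraries and at least 5 in 2 of 4 of the GRWD-1 libraries, the real grouping included. Directions are therefore given as measured and not as established changes. Set by set, a mean as large as that of the ribosome assembly factors, or of the heat shock proteins, came from the real grouping only, 1 of 8 in RPOA-2 and 1 of 4 in GRWD-1, and so few regroupings cannot give a share under 0.05. By camera, however, the assembly factors passed in 7 of 8 and 3 of 4 regroupings, and the heat shock proteins in 4 of 8 and 3 of 4, the real grouping included. Ribosome assembly factors had a mean log2 change of 0.21 in RPOA-2 (adjusted p 8.66e-05, 26 of 34 genes higher), 0.31 in GRWD-1 (adjusted p 6.59e-07, 30 of 34 genes higher) and 0.44 in TSR-2 (adjusted p 1.57e-09, 29 of 34 genes higher). Heat shock proteins had a mean of -0.58 in RPOA-2 (adjusted p 8.66e-05, 9 of 10 genes lower), -0.67 in GRWD-1 (adjusted p 1.55e-06, 8 of 10 genes lower) and -0.58 in TSR-2 (adjusted p 0.00145, 8 of 9 genes lower). Means of the vitellogenins were -1.51 in RPOA-2 (adjusted p 0.0136, 6 of 6 genes lower), -1.33 in GRWD-1 (adjusted p 0.00998, 6 of 6 genes lower) and -1.28 in TSR-2 (adjusted p 0.00105, 6 of 6 genes lower). X-linked genes had a mean of -0.45 in RPOA-2 (adjusted p 2.39e-09, 731 of 888 genes lower), -0.28 in GRWD-1 (adjusted p 0.000878, 445 of 663 genes lower) and -1.02 in TSR-2 (adjusted p 8.5e-19, 468 of 517 genes lower). The GRWD-1 mean of the X-linked genes rose to 0.093 without ethanol replicate 1 and to 0.085 without auxin replicate 2. Without 1 library the vitellogenin mean ran from -4.055 to -0.76 in RPOA-2 and lost the threshold in 4 of 8 fits. In GRWD-1 it ran from -2.18 to -0.32 and lost the threshold in 2 of 6 fits. In TSR-2 it ran from -1.40 to -1.15 and kept the threshold in all 3 fits.

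Other sets passed in 1 strain. Ribosomal protein genes had a mean of -0.24 in RPOA-2 (adjusted p 2.05e-06, 67 of 75 genes lower), against -0.095 in GRWD-1 (adjusted p 0.154, 40 of 75 genes lower) and -0.072 in TSR-2 (adjusted p 0.789, 36 of 74 genes lower). Collagens had a mean of -0.81 in RPOA-2 (adjusted p 0.0175, 34 of 43 genes lower), 0.070 in GRWD-1 (adjusted p 0.83, 15 of 25 genes higher) and 0.47 in TSR-2 (adjusted p 0.598, 10 of 11 genes higher). For body wall muscle genes the mean was 0.56 in GRWD-1 (adjusted p 0.0365, 11 of 11 genes higher), but -0.76 in RPOA-2 (adjusted p 0.26, 12 of 12 genes lower) and -0.52 in TSR-2 (adjusted p 0.0587, 9 of 11 genes lower). Synaptonemal complex and axis genes had a mean of 0.21 in TSR-2 (adjusted p 0.0177, 13 of 20 genes higher), 0.091 in RPOA-2 (adjusted p 0.314, 14 of 20 genes higher) and -0.023 in GRWD-1 (adjusted p 0.715, 12 of 20 genes lower). In RPOA-2 a mean as large came from 3 of 8 regroupings for ribosomal proteins and 4 of 8 for collagens, the real grouping included. For body wall muscle in GRWD-1 it came from 1 of 4. Differences between strains in these sets were not tested. Sets of double-strand break and crossover factors, H3K4 methylation and demethylation, oocyte and eggshell genes, mitotic zone and meiotic entry, histones, RNA polymerase I subunits, germline apoptosis and DNA damage, and detoxification enzymes did not pass in any strain.

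Ribosomal RNA was compared to ask whether depletion lowers the products of RNA polymerase I. The sum of 18S, 5.8S and 26S rRNA made up 83.2 ± 0.309% with ethanol (SD, n = 3) and 73.5 ± 1.35% with auxin (n = 3) in the RPOA-2 strain. It was 79.7 ± 0.368% with ethanol (SD, n = 3) and 66.4 ± 4.81% with auxin (n = 3) in the GRWD-1 strain and 79.1 ± 1.33% with ethanol (SD, n = 2) and 77.5 ± 1.21% with auxin (n = 3) in the TSR-2 strain. The libraries did not overlap in the first 2 strains and overlapped in the third. Two-sided exact permutation tests of the log2 share gave p of 0.1, 0.1 and 0.5, and 0.1 is the smallest value that these group sizes allow. Log2 changes of the share were -0.18, -0.27 and -0.030. A share near its ceiling moves little on this scale, and the ratio to protein-coding counts, added after the data were seen, moved these values most, to -1.48, -1.55 and -0.38. The share of counts on protein-coding genes was 7.71 ± 0.221% with ethanol (SD, n = 3) and 19 ± 1.20% with auxin (n = 3) in the RPOA-2 strain, 9.38 ± 1.47% with ethanol (SD, n = 3) and 23.2 ± 6.25% with auxin (n = 3) in GRWD-1 and 10.9 ± 3.34% with ethanol (SD, n = 2) and 13.7 ± 2.03% with auxin (n = 3) in TSR-2.

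In edgeR fits over all features, the log2 change of the summed RNA polymerase I transcripts was -1.44 ± 1.20 (adjusted p 0.669) in RPOA-2, -1.55 ± 0.284 (adjusted p 0.0784) in GRWD-1 and -0.43 ± 0.503 (adjusted p 0.77) in TSR-2, with SE and TMM scaling. None of these sums passed. SE and p come from the fitted dispersion, and in RPOA-2 that SE was wide beside the spread between libraries. The ratio of the sum to protein-coding counts was 10.8 ± 0.346 with ethanol and 3.87 ± 0.306 with auxin in that strain (SD, n = 3 and 3). The RPOA-2 p in this fit therefore does not show that the libraries disagree. Of the single rRNAs 26S passed in GRWD-1 (-2.04 ± 0.234, adjusted p 0.0258), and its change was -1.38 (adjusted p 0.481) in RPOA-2 and -0.073 (adjusted p 0.973) in TSR-2. No 18S or 5.8S change passed in these fits, with adjusted p from 0.0668 to 0.797. With library sizes from features other than rRNA, 5.8S rRNA passed in RPOA-2 (-1.85, adjusted p 0.00518) and GRWD-1 (-0.95, adjusted p 0.0383), 18S rRNA in TSR-2 (-0.76, adjusted p 0.0207), 26S rRNA in GRWD-1 (-1.44, adjusted p 0.00651) and 5S rRNA in RPOA-2 (-2.51, adjusted p 0.0368). With the replicate block all classes but mitochondrial rRNA passed in GRWD-1: 18S (-1.23, adjusted p 0.00316), 5.8S (-1.56, adjusted p 0.00011), 26S (-2.04, adjusted p 0.000125) and 5S (-1.75, adjusted p 4.77e-05), and none passed in RPOA-2 or TSR-2. For the sum, the blocked GRWD-1 value was -1.58 with an adjusted p of 0.00103, and with DESeq2 the RPOA-2 value was -1.40 with an adjusted p of 1.7e-09. The change did not differ between RPOA-2 and GRWD-1 (log2 difference 0.093 ± 0.496 (adjusted p 1)). Among rRNA made by other polymerases, 5S rRNA was 0.112 ± 0.00737% with ethanol (SD, n = 3) and 0.0312 ± 0.0260% with auxin (n = 3) in the RPOA-2 strain and mitochondrial rRNA was 0.171 ± 0.0524% with ethanol (SD, n = 3) and 0.357 ± 0.0859% with auxin (n = 3). In GRWD-1 mitochondrial rRNA was 0.177 ± 0.0659% with ethanol (SD, n = 3) and 0.321 ± 0.0975% with auxin (n = 3), and in TSR-2 it was 0.172 ± 0.0344% with ethanol (SD, n = 2) and 0.199 ± 0.0417% with auxin (n = 3). The 5S share was 0.0923 ± 0.0871% and 0.0622 ± 0.0567% in GRWD-1 (exact permutation p 0.7) and 0.0520 ± 0.0667% and 0.0246 ± 0.0224% in TSR-2 (exact permutation p 0.9), with overlapping libraries in both. These tests ignore pairs: 5S rRNA fell in all 3 same-numbered pairs of GRWD-1, where the blocked edgeR fit passed, and in both TSR-2 pairs of adjacent library numbers. All classes are shares of one total and are not independent of each other.

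**Figure D3:**
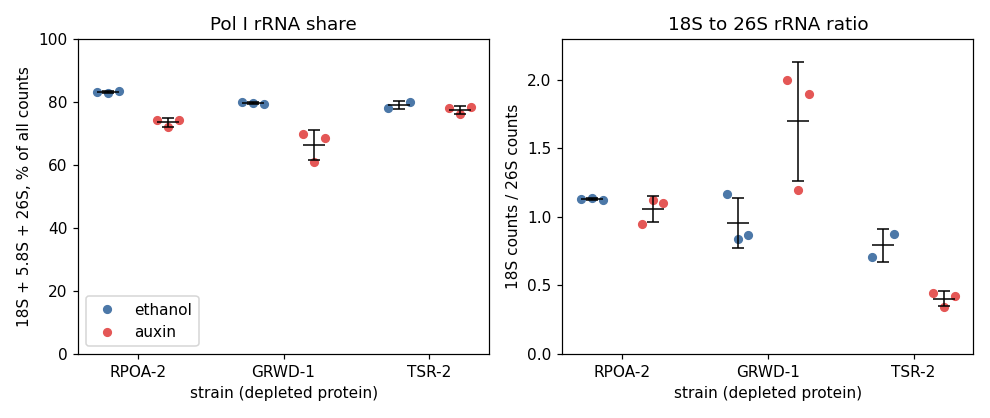
Left, the sum of 18S, 5.8S and 26S rRNA as a percent of all fractional counts, and right, the ratio of 18S to 26S counts (vertical axes), for each ethanol (blue) and auxin (red) library of the 3 strains (horizontal axes), with the mean and SD. The auxin means are 73.5%, 66.4% and 77.5% of counts and ratios of 1.06, 1.70 and 0.404.

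The ratio of 18S to 26S counts was compared after its values had been seen. It was 1.13 ± 0.00649 with ethanol (SD, n = 3) and 1.06 ± 0.0949 with auxin (n = 3) in the RPOA-2 strain, 0.957 ± 0.182 with ethanol (SD, n = 3) and 1.70 ± 0.435 with auxin (n = 3) in GRWD-1 and 0.791 ± 0.119 with ethanol (SD, n = 2) and 0.404 ± 0.0551 with auxin (n = 3) in TSR-2. Log2 changes were -0.10, 0.81 and -0.97, and the libraries did not overlap in any strain (exact permutation p 0.1 in each, the smallest possible). The changes differed between GRWD-1 and TSR-2 by 1.78 (exact permutation p 0.005 over 200 regroupings within strains) and between RPOA-2 and GRWD-1 by -0.91 (exact p 0.005 over 400). RPOA-2 and TSR-2 differed by 0.87 (exact p 0.11 over 200). Of these p-values 0.005 is the smallest possible. The regroupings assume no auxin change in either strain, so they do not test whether 2 changes are equal. Where both strains moved the same way, as RPOA-2 and TSR-2 did, regroupings that swap treatments in 1 strain can give a larger difference. The shares of all counts behind the ratio moved differently: 26S rRNA went from 40.7 ± 3.49% to 24.7 ± 2.44% in GRWD-1 and from 44.0 ± 2.3% to 54.9 ± 1.37% in TSR-2, and 18S rRNA from 38.5 ± 3.71% to 41.3 ± 7.20% and from 34.7 ± 3.41% to 22.1 ± 2.51% (SD, n = 3 and 3 in GRWD-1, n = 2 and 3 in TSR-2).

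The fractional table also counts 4 transcribed spacers that are removed as the rRNA precursor matures, the 5' and 3' external spacers (5ETS, 3ETS) and the internal spacers (ITS1, ITS2). Their comparison was added after the table was seen. In the RPOA-2 strain the 5ETS was 184 ± 47.9 with ethanol (SD, n = 3) and 44.5 ± 9.40 with auxin (n = 3) CPM of all counts. In GRWD-1 it was 323 ± 50.2 with ethanol (SD, n = 3) and 668 ± 211 with auxin (n = 3), and in TSR-2 283 ± 36.3 with ethanol (SD, n = 2) and 195 ± 55.9 with auxin (n = 3). For ITS1 the RPOA-2 values were 974 ± 284 with ethanol (SD, n = 3) and 213 ± 16.7 with auxin (n = 3), and for the 3ETS 121 ± 26.5 with ethanol (SD, n = 3) and 36.0 ± 11.1 with auxin (n = 3). The direction in GRWD-1 depends on the denominator: the log2 change of the 5ETS was 1.01 as a share of all counts, 1.73 per count of 26S rRNA and -0.27 per protein-coding count.

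In edgeR with TMM scaling the RPOA-2 log2 changes ± SE were -3.35 ± 0.279 (adjusted p 0.00473) for the 5ETS, -3.48 ± 0.315 (adjusted p 0.00477) for ITS1, -1.97 ± 0.372 (adjusted p 0.0668) for ITS2 and -3.06 ± 0.270 (adjusted p 0.00477) for the 3ETS. In GRWD-1 they were -0.29 ± 0.184 (adjusted p 0.566), -0.79 ± 0.205 (adjusted p 0.152), -1.77 ± 0.370 (adjusted p 0.103) and -0.40 ± 0.223 (adjusted p 0.501) in the same order, and in TSR-2 -0.94 ± 0.293 (adjusted p 0.157), -0.31 ± 0.338 (adjusted p 0.755), -0.49 ± 0.434 (adjusted p 0.684) and -0.69 ± 0.268 (adjusted p 0.268). With the replicate block ITS1 (-0.79, adjusted p 0.00335) and ITS2 (-1.72, adjusted p 0.000135) passed in GRWD-1. With total counts the 5ETS (1.05, adjusted p 0.0107) and 3ETS (0.95, adjusted p 0.021) passed as rises in GRWD-1. ITS2 then passed in RPOA-2 (-0.70, adjusted p 0.00799). With library sizes from features other than rRNA, ITS2 passed in RPOA-2 (-1.36, adjusted p 0.00184) and GRWD-1 (-1.16, adjusted p 0.025). No spacer of TSR-2 passed with either scaling. The change in RPOA-2 differed from that in GRWD-1 by -3.08 ± 0.349 (adjusted p 0.000905) for the 5ETS, -2.70 ± 0.388 (adjusted p 0.00823) for ITS1 and -2.67 ± 0.349 (adjusted p 0.00335) for the 3ETS, and for ITS2 by -0.21 ± 0.522 (adjusted p 1). The corresponding differences from TSR-2 were -2.54 ± 0.376 (adjusted p 0.0164), -3.31 ± 0.426 (adjusted p 0.00546), -2.50 ± 0.378 (adjusted p 0.0164) and -1.62 ± 0.564 (adjusted p 0.855). Between GRWD-1 and TSR-2 no spacer passed in edgeR, with adjusted p from 0.835 to 0.953. Per count of 26S rRNA, which itself moved in opposite directions in these strains as a share of all counts, the change in GRWD-1 was higher by 2.63 for the 5ETS (exact permutation p 0.01), 1.38 for ITS1 (0.04) and 2.27 for the 3ETS (0.005), and for ITS2 by 0.64 (0.255).

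**Figure D4:**
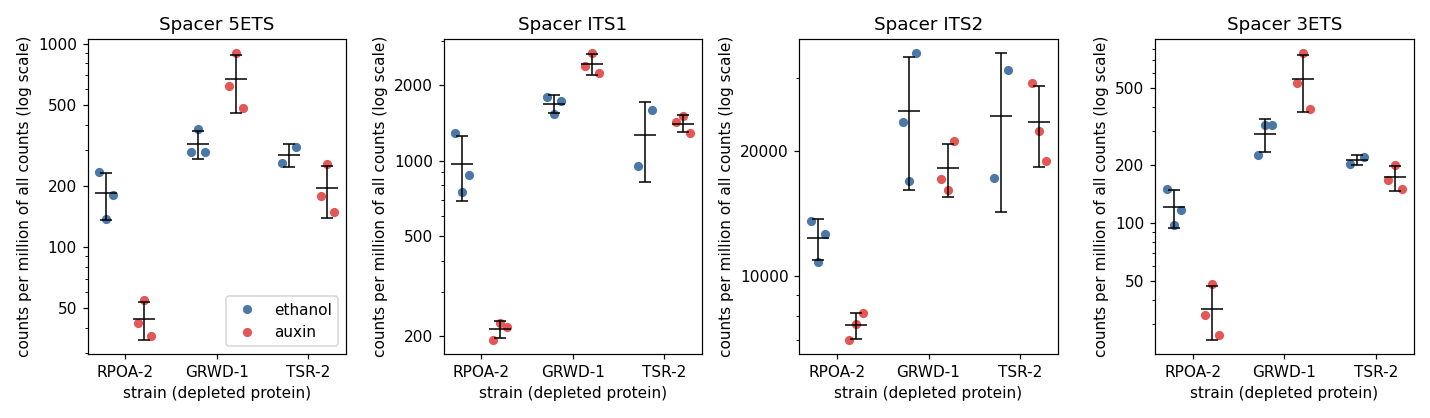
CPM of all fractional counts (vertical axes, log scale) on the 4 precursor spacers in each ethanol (blue) and auxin (red) library of the 3 strains (horizontal axes), with the mean and SD. In the RPOA-2 strain the 5ETS mean is 184 with ethanol and 44.5 with auxin. In the GRWD-1 strain the means are 323 and 668, a rise that turns to a fall when the spacer is set against protein-coding counts.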

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

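The tests of the spacers and of gpch-1, and for the ratio of 18S to 26S rRNA the tests of overlapping features and of library batch, were chosen after the results they bear on had been seen, and the test of depth was written before. All spacer and ratio comparisons were themselves added after the data were seen.

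In the RPOA-2 strain 2 single libraries stood far from the other ethanol libraries. Ethanol replicate 1 had 188 CPM of hil-2, with the nearest of the other 3 libraries at 132.8 CPM, and ethanol replicate 2 had 259.5 CPM of pdi-2, with the nearest at 215 CPM. Of 36 groups of 4 libraries tested in this way 2 stood out, and chance gives 1.8. Across the 8 fits that each left out 1 library, the log2 change of hil-2 ran from -2.14 to -1.79, with an adjusted p of at most 0.0319. That of pdi-2 ran from -1.66 to -1.23, and its adjusted p rose past the threshold in 5 of the 8 fits, to at most 0.0825. No biological explanation was tested for these libraries.

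The 5ETS, ITS1 and 3ETS changed differently in the RPOA-2 strain from the other strains, and ITS2, the spacer with the most counts, did not pass in edgeR (-0.21, adjusted p 1 against GRWD-1, and -1.62, adjusted p 0.855 against TSR-2). The log2 change of RPOA-2 minus that of GRWD-1 was -3.08 for the 5ETS, -2.70 for ITS1 and -2.67 for the 3ETS. Against TSR-2 the differences were -2.54, -3.31 and -2.50. These 6 differences passed in edgeR without a block. With the replicate block the 3ETS difference from TSR-2 had an adjusted p of 0.0561 and the others 0.00245 to 0.0397. Unequal rRNA shares could shift the scaling between strains. If that were the source, the spacers set against 26S rRNA in the same library would not differ, but the 5ETS per count of 26S rRNA still differed between RPOA-2 and GRWD-1 by -3.65 (exact permutation p 0.005). On this measure ITS1 differed by -3.28 (0.005), the 3ETS by -3.29 (0.005) and ITS2 by -0.88 (0.035). These p-values test for no change in either strain, not for equal changes, and the fall of 26S rRNA in GRWD-1 widens the differences. Between RPOA-2 and TSR-2 that measure differed by -1.02 for the 5ETS (exact permutation p 0.340). It differed by -1.90 for ITS1 (0.065) and -1.02 for the 3ETS (0.255). These p-values cannot decide the question, as both strains fell and regroupings that swap treatments in 1 strain give a larger difference. The rise of 26S rRNA in TSR-2 also narrows this measure. As a share of all counts the 5ETS changed by -2.04 in RPOA-2 and -0.57 in TSR-2. Per protein-coding count it changed by -3.34 and -0.92. Against TSR-2 the scaling is thus not ruled out. Genomic reads could raise the spacers in libraries with a high background. RPOA-2 ethanol replicate 2, with 3.9 times the chemoreceptor reads of the next ethanol library, had 0.591 times the 5ETS share of the higher of the other 2 ethanol libraries. Among the auxin libraries replicate 2 also had the most chemoreceptor reads, and there the 5ETS was highest, at 54.8 CPM against 42.2 and 36.4 CPM, as a background would give. The source of the chemoreceptor reads is not known and they followed gene length only weakly, so they may not measure genomic reads, and a genomic background cannot be ruled out. The RPOA-2 libraries in this comparison all belong to 1 library series and those of GRWD-1 and TSR-2 to another, and the series cannot be told apart from the strain. Under these limits, the fall in the RPOA-2 strain may reflect less transcription of the precursor when a subunit of RNA polymerase I is depleted. For GRWD-1 the direction is open, as it depends on the denominator.

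The ratio of 18S to 26S rRNA moved in opposite directions in the GRWD-1 and TSR-2 strains, with a difference in log2 change of 1.78 (exact permutation p 0.005). RPOA-2 and GRWD-1 differed by -0.909 (exact permutation p 0.005). Both p-values are the smallest possible and test for no change in either strain, not for equal changes. The first difference lies within 1 library series, and the second lies between 2 series and cannot be told apart from them. Some reads of the repeat are assigned to annotated features that overlap the rRNA genes, and with these added the difference between GRWD-1 and TSR-2 was 1.79. Within pairs of adjacent library numbers all 3 GRWD-1 pairs rose, by at least 0.514, and both TSR-2 pairs fell, by 1.05 each. Without the smallest library, TSR-2 auxin replicate 3, the TSR-2 log2 change was -1.01. RNA quality and the efficiency of reverse transcription were not tested and remain as explanations. A candidate explanation beside them is that the 2 chaperones serve different ribosomal subunits, with 26S rRNA falling in one strain and 18S rRNA in the other.

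The gene gpch-1 changed differently in the RPOA-2 and GRWD-1 strains, by 1.59 on the log2 scale, and was the only gene to pass that contrast. Its fractional count was 1 times its count in the other table, so reads shared with paralogs are an unlikely source. Leaving out each of the 14 libraries gave a difference of 1.42 or more, but the adjusted p rose past the threshold in 8 of these fits, to at most 0.200. Of 64 regroupings of the libraries that part the same-numbered pairs, 16 gave 1 or more genes, the real grouping included, and 1 of them gave 733. Some of these regroupings kept the real treatment of 1 strain or swapped it in all of its pairs, so their contrasts held real auxin changes. Their number therefore gives no chance level, and whether a contrast with 1 gene exceeds chance stays open. With the replicate block the difference was 1.62 with an adjusted p of 0.00797. The regroupings were not run with the block and counted any gene, so they do not test gpch-1 itself.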

How the results depend on the processing

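Most choices were fixed before the data were examined. The fractional counts in RPOA-2 and GRWD-1, replicates 1, 3 and 4 of RPOA-2, the ratio to protein-coding counts, and all spacer and 18S to 26S results were added afterwards. Unless a cause is named, the cause was not tested. Of the values that answer a comparison, 67 stayed within the spread or within 1.5 times the reported count under another setting, 73 moved further and 5 newly passed the threshold. Among fits without a replicate 85 stayed, 41 moved and 1 reversed.

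The numbers of genes called moved with many settings. They are given as higher and lower genes, beside 202 and 96 in RPOA-2, 84 and 103 in GRWD-1 and 34 and 129 in TSR-2. DESeq2 gave 291 and 204, 143 and 175, and 12 and 26. Total counts gave 316 and 127 in RPOA-2 and 156 higher genes in GRWD-1. Without the low-count filter there were 135 and 156 in RPOA-2 and 43 and 210 in TSR-2. With a mean of at least 50 counts there were 232 and 161, 129 and 174, and 18 and 78. All groups in one fit gave 97 and 39, 132 and 111, and 3 and 24. The replicate block gave 499 and 476 in GRWD-1 and 5 and 26 in TSR-2. At least a 2-fold change left 24 and 34, 33 and 41, and 22 higher genes in TSR-2. Replicates 1 to 3 of RPOA-2 gave 87 and 50, and replicates 1, 3 and 4 gave 28 and 39. Fractional counts gave 41 and 43 in GRWD-1. In RPOA-2, where they lack replicate 4, they gave 25 and 8, to be set beside the 87 and 50 of replicates 1 to 3. Thinning to the smallest library left 10 and 24 genes of 1225 tested in TSR-2, and thinning so far loses genes whatever the smallest library holds. Leaving that library out cut the TSR-2 calls from 163 to 6, so most of them depend on it. RLE size factors stayed within 1.5 times every count and shared 261 of 298, 185 of 187 and 159 of 163 genes with the reported calls.

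Leaving out 1 library gave 5 to 132 higher and 2 to 111 lower genes over 8 fits in RPOA-2, 13 to 57 and 13 to 68 over 6 fits in GRWD-1, and 0 to 31 and 6 to 102 over 3 fits in TSR-2. The fit with 0 higher genes had 1174 genes with an unadjusted p under 0.05. Fits without a TSR-2 ethanol library were not run, since 1 would remain.

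Genes whose change differed between strains numbered 1, 0 and 0 for RPOA-2 against GRWD-1, RPOA-2 against TSR-2 and GRWD-1 against TSR-2, with 438, 586 and 601 at an unadjusted p under 0.05. DESeq2 gave 21, 20 and 35, no low-count filter 2, 13 and 2, and the replicate block 2, 6 and 2. RLE size factors gave 3 in the first contrast and 1 in the last. The 2 strains alone gave 3 for RPOA-2 against TSR-2. The first contrast already holds only its 2 strains, so that setting could not move it, and RPOA-2 against TSR-2 already holds only replicates 1 to 3. Leaving out 1 library gave 0 to 2 genes over 14 fits, 0 to 1 over 9 fits and 0 over 9 fits.

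Genes changed in the same direction numbered 64, 44 and 39 in the same order. DESeq2 gave 132, 24 and 23, and at least a 2-fold change 15, 17 and 23. All groups in one fit gave 8 and 11 in the pairs with TSR-2. The replicate block gave 156 and 8 in the pairs with RPOA-2. Total counts gave 108 for RPOA-2 and GRWD-1.

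Gene sets that passed numbered 6, 5 and 5 in RPOA-2, GRWD-1 and TSR-2, and 0 in each strain with the inter-gene correlation estimated from the data. Fits without 1 library gave 3 to 7 sets in RPOA-2, and 4 to 5 and 5 to 6 in the others. Among sets that passed in a strain, and ribosomal proteins, means reversed only in these fits. Collagens in RPOA-2 ran from -1.31 to 0.13, X-linked genes in GRWD-1 from -0.46 to 0.093, and ribosomal proteins in GRWD-1 from -0.17 to 0.010. The mean of the collagens in GRWD-1, which did not pass, went from 0.070 to -0.049 with the replicate block. Under other settings 69 set values kept their side of the threshold and 21 lost it, of which 16 with the estimated correlation.

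Named genes kept direction and side of the threshold in 210 values under other settings and lost the threshold in 24. Among fits without a library 179 were kept and 88 lost it. Reversals concerned tagged genes near 0 in strains where they carry no tag: rpoa-2 in TSR-2 was -0.074 with DESeq2 and -0.035 with RLE size factors. Without 1 library rpoa-2 ran from -0.25 to 0.15 in TSR-2 and from -0.25 to 0.046 in GRWD-1, and grwd-1 in RPOA-2 from -0.14 to 0.0051.

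The log2 change of the RNA polymerase I rRNA share was -0.18, -0.27 and -0.030 in RPOA-2, GRWD-1 and TSR-2. Against counts not on rRNA it was -0.84, -0.99 and -0.14, against mitochondrial rRNA -1.25, -1.15 and -0.24, and against protein-coding counts -1.48, -1.55 and -0.38. A share that makes up most of its own denominator cannot move as far as a ratio, which covers part of this. Leaving out 1 library gave -0.19 to -0.16, -0.30 to -0.21 and -0.047 to -0.013. In edgeR the RPOA-2 change newly passed with DESeq2 (-1.40, adjusted p 1.7e-09), while the remaining settings gave an adjusted p of 0.428 to 0.704 and fits without a library up to 1. The GRWD-1 change newly passed with library sizes from features other than rRNA (-0.97, adjusted p 0.0136), total counts (-0.26, adjusted p 0.00382), DESeq2 (-1.56, adjusted p 4.45e-14) and the replicate block (-1.58, adjusted p 0.00103), beside 0.0784 as reported and up to 0.344 without a library. Leaving out 1 library gave -1.53 to -1.32 in RPOA-2, -1.70 to -1.42 in GRWD-1 and -0.56 to -0.35 in TSR-2. The difference between RPOA-2 and GRWD-1 ran from -0.084 to 0.20 over 12 such fits.

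Spacers of RPOA-2 fell under every denominator tried. Those of GRWD-1 reversed against protein-coding counts, to -0.27 for the 5ETS, -0.76 for ITS1 and -0.37 for the 3ETS, and ITS2 reversed to 0.31 against 26S rRNA. In TSR-2 ITS1 reversed to -0.13 against 26S rRNA and -0.16 against protein-coding counts, and ITS2 to 0.14 with the replicate block. Without 1 library ITS1 in TSR-2 ran from -0.18 to 0.56 and ITS2 from -0.44 to 0.43. The 18S to 26S ratio kept its direction in all 6 values under other settings and in all 17 fits without a library. In these fits its log2 change ran from -0.147 to -0.025 in RPOA-2, the smallest without auxin replicate 1. It ran from 0.67 to 1.04 in GRWD-1 and from -1.13 to -0.82 in TSR-2.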

Other observations

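The lists of somatic gonad genes and of secretory genes were written before their values were seen, but after the patterns that prompted them. Also chosen after the results were the tests of background reads on silent genes, both tests of the chemoreceptor reads, the fits without a pair, and the regroupings for rRNA, X-linked genes and the endoplasmic reticulum list.

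Regroupings tested whether arrangements other than the real one give as much. Only those that part every same-numbered pair were used, 8 of 35 possible regroupings in RPOA-2 and 4 of 10 in GRWD-1, and the other 27 and 6 keep at least 1 such pair together and were not run. The real grouping alone gave as many higher genes, 1 of 8 in RPOA-2 and 1 of 4 in GRWD-1, and the same held for lower genes. The other regroupings gave 0 genes. With 8 and 4 regroupings the share cannot fall under 0.05. For gene sets 5 of 8 and 2 of 4 regroupings gave as many. For the 64 genes shared by RPOA-2 and GRWD-1, 1 of 64 pairs of regroupings gave as many, and the others gave 0. Since the other regroupings of each strain gave 0 genes, this result follows from theirs and is no separate test of the overlap. The edgeR change of RNA polymerase I rRNA was as large in 1 of 4 regroupings in each of these strains, and its difference between them in 26 of 32. The latter count cannot decide whether the changes differ. Both strains fell, and regroupings that swap treatments in 1 strain give a larger difference. The shared response has no control in the labels for auxin in animals without a degron, so it cannot be separated from a response to auxin itself.

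Genes on the X chromosome were lower in all 3 strains. Their median log2 change was -0.40, -0.33 and -1.06 in RPOA-2, GRWD-1 and TSR-2, against 0.019, 0.020 and 0.0098 for autosomal genes, and 82.3%, 67.1% and 90.5% of them were lower. Low expression was tested with 10000 random autosomal lists matched on mean CPM. Their medians were -0.093, -0.077 and -0.22, and 0% of the lists in each strain were as low as the X-linked genes. Background reads on silent genes would spare well-expressed genes, but X-linked genes with a mean of at least 50 counts had a mean log2 change of -0.446, -0.308 and -1.14. Less RNA from somatic gonad cells would lower autosomal genes of that tissue too. Of 26 listed genes, the 20, 18 and 17 autosomal genes tested had a mean of -0.188 (adjusted p 0.378), -0.0808 (adjusted p 0.509) and -0.675 (adjusted p 0.00456, camera). In regroupings the mean of this list was as large in 8 of 8 and 3 of 4. With the inter-gene correlation estimated from the data the TSR-2 list had a p of 0.224, and no regroupings were run in TSR-2. Less somatic RNA thus may or may not account for part of the TSR-2 fall. Without RPOA-2 ethanol replicate 2 the mean of the X-linked genes in that strain was -0.11, and without GRWD-1 ethanol replicate 1 it was 0.093. These are the 2 ethanol libraries with the most reads on chemoreceptor genes, but their auxin partners, which share that content, stayed in these fits. With the replicate block the means were -0.424 (adjusted p 2.79e-09) and -0.306 (adjusted p 0.00129). Leaving out the whole pair with the most chemoreceptor reads gave -0.0953 in RPOA-2 (adjusted p 0.187, 444 of 795 genes lower) and -0.239 in GRWD-1 (adjusted p 0.00308, 390 of 614 genes lower). Leaving out another pair gave -0.624 to -0.546 in RPOA-2. In GRWD-1 the mean was -0.463 without pair 3 (adjusted p 1.62e-06) and -0.129 without pair 2 (adjusted p 0.151, 483 of 819 genes lower). A mean of X-linked genes as large as the real one came from 1 of 8 regroupings in RPOA-2 and 2 of 4 in GRWD-1. In RPOA-2 the X-linked genes passed camera in all 8 regroupings. The RPOA-2 fall therefore cannot be told apart from the content of 1 replicate pair. The GRWD-1 fall does not rest on the pair with the most chemoreceptor reads, but it lost the threshold without pair 2. It cannot be told apart from a chance arrangement of the libraries. A lower output of the X chromosome in depleted gonads remains a hypothesis.

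Genes of protein folding in the endoplasmic reticulum, such as pdi-2, hsp-3 and pdi-6, led the falls shared by the 3 strains. To test whether the secretory pathway falls as a group, 33 other genes were listed. The 28 autosomal ones tested had a mean log2 change of -0.261 in RPOA-2 (adjusted p 8.97e-06, 21 of 28 lower), -0.253 in GRWD-1 (adjusted p 0.000978, 20 of 28 lower) and -0.269 in TSR-2 (adjusted p 0.000978, 23 of 28 lower). With the inter-gene correlation estimated from the data the p-values were 0.0533, 0.0825 and 0.215. The mean was as large in 1 of 8 regroupings in RPOA-2, with 0.149 as the largest size of another, and in 1 of 4 in GRWD-1, with 0.133. The secretory pathway may thus be lower in depleted gonads. The hypothesis rests on these tests alone, and it could apply to auxin exposure as well as to depletion.

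Reads on 1293 chemoreceptor genes differed between libraries. They made up 1818 CPM in ethanol replicate 2 and 1066 CPM in auxin replicate 2 of RPOA-2, and 1209 and 760.5 CPM in ethanol and auxin replicate 1 of GRWD-1. The other 10 libraries of these strains had 64.0 to 465.9 CPM. Genomic reads would follow gene length. Across these genes the pooled counts of the 4 libraries had a Spearman rho of 0.16 with exonic length, and counts drawn in proportion to length gave a median of 0.42 and at least 0.345 in 1000 draws. Genes are not independent replicates, and the draws assume no other variation between genes. Among the 4 libraries 2 were among the 4 deepest, and GRWD-1 ethanol replicate 1 was the shallowest of its strain. The source of these reads was not identified, and no biological explanation was tested. Both treatments shared the pattern within a replicate number.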
